# An Evolutionary Conserved Role for Anaplastic Lymphoma Kinase in Behavioral Responses to Ethanol

**DOI:** 10.1371/journal.pone.0022636

**Published:** 2011-07-22

**Authors:** Amy W. Lasek, Jana Lim, Christopher L. Kliethermes, Karen H. Berger, Geoff Joslyn, Gerry Brush, Liquan Xue, Margaret Robertson, Monica S. Moore, Karen Vranizan, Stephan W. Morris, Marc A. Schuckit, Raymond L. White, Ulrike Heberlein

## Abstract

Anaplastic lymphoma kinase (*Alk*) is a gene expressed in the nervous system that encodes a receptor tyrosine kinase commonly known for its oncogenic function in various human cancers. We have determined that *Alk* is associated with altered behavioral responses to ethanol in the fruit fly *Drosophila melanogaster*, in mice, and in humans. Mutant flies containing transposon insertions in *dAlk* demonstrate increased resistance to the sedating effect of ethanol. Database analyses revealed that *Alk* expression levels in the brains of recombinant inbred mice are negatively correlated with ethanol-induced ataxia and ethanol consumption. We therefore tested *Alk* gene knockout mice and found that they sedate longer in response to high doses of ethanol and consume more ethanol than wild-type mice. Finally, sequencing of human *ALK* led to the discovery of four polymorphisms associated with a low level of response to ethanol, an intermediate phenotype that is predictive of future alcohol use disorders (AUDs). These results suggest that *Alk* plays an evolutionary conserved role in ethanol-related behaviors. Moreover, *ALK* may be a novel candidate gene conferring risk for AUDs as well as a potential target for pharmacological intervention.

## Introduction

Alcohol use disorders (AUDs) are a group of devastating conditions with serious health and social consequences. The World Health Organization estimates that 76.3 million people have an AUD and that each year the harmful use of alcohol kills 1.8 million people (WHO Global Status Report on Alcohol 2004). Genetic and environmental factors contribute to the development of AUDs. The heritability for alcohol dependence is approximately 0.5, indicating a strong genetic component for predisposition to this disease [1], [2]. Several genes have been linked to alcohol dependence and behavioral responses to alcohol, including *COMT*, which is involved in catecholamine metabolism, *ALDH2* and *ADH1B*, enzymes involved in alcohol metabolism, and several GABA_A_ receptor subunits [3]. However, the genetics of AUDs remain poorly understood and the predisposition to AUDs likely involves many genes. We have employed an invertebrate model organism, the fruit fly *Drosophila melanogaster*, to identify novel genes that modify the behavioral response to ethanol [4]. This approach has been successfully used to identify candidate genes that regulate not only acute behavioral responses to ethanol but also alcohol consumption in mammals [5].

Here, we describe the identification of anaplastic lymphoma kinase (*ALK*) as a candidate gene for AUDs based on evidence from flies, mice, and humans. ALK is a receptor tyrosine kinase in the insulin receptor family that was first identified as an oncogenic chromosomal translocation in anaplastic large cell lymphoma [6]. More recently, translocations and mutations in *ALK* have been associated with lung cancer [7] and neuroblastoma [8], [9], [10], [11], suggesting a key function for *ALK* in the development of several cancers. With regard to the nervous system, *Drosophila Alk (dAlk)* is important for axon targeting in the retina and synapse development at the neuromuscular junction [12], [13]. In mice, *Alk* is expressed in the developing and adult nervous system [14], [15] and inhibits hippocampal progenitor cell proliferation as well as depression-associated behaviors [16]. One human study has shown an association of polymorphisms in *ALK* with schizophrenia in a Japanese population [17], suggesting that *ALK* potentially affects the development of psychiatric disorders.

We have identified *dAlk* as a transcript regulated by *Drosophila* LIM-domain only (dLMO) using gene expression microarrays. Previous studies implicated *dLmo* and the mammalian homologs *Lmo3* and *Lmo4* in behavioral responses to alcohol and cocaine [18], [19], [20]. We therefore hypothesized that *Alk* function might also regulate behavioral responses to these drugs of abuse. Here, we provide data supporting this hypothesis using experimental approaches that test ethanol-related behaviors in flies, mice, and humans. We found that *Alk* regulates the acute sedating effect of ethanol in flies and mice as well as ethanol consumption in a binge-drinking model in mice. In humans, polymorphisms in *ALK* were found to be associated with a low level of response to alcohol in two measures, body sway and subjective high, two phenotypes that predict future AUDs [21], [22]. Together, these data suggest that *ALK* is a candidate gene predisposing individuals to a higher risk for developing AUDs.

## Results

### *dAlk* expression is regulated by *dLmo* and modulates ethanol-induced sedation in *Drosophila*

Recently we found that the *Drosophila* LIM-domain only (dLMO) transcriptional regulator controls sensitivity to ethanol-induced sedation [20]. 

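RNA from heads of adult male flies of 3 genotypes was hybridized to 9 Affymetrix Drosophila 2.0 arrays, 3 for each genotype. *BxJ* carries a gain-of-function and *EP1306* a loss-of-function allele of *dLmo*, and the control line *w;iso* is isogenic for chromosomes II and III. *dLmo* itself, named *Bx* on the array, is read by 2 probe sets, each a group of short oligonucleotides that gives 1 intensity. The brighter of them was at 9.39 ± 0.065 (SD, n = 3, on the log2 scale) in *BxJ*, 7.55 ± 0.448 (SD, n = 3) in *w;iso* and 7.35 ± 0.356 (SD, n = 3) in *EP1306*. In *BxJ*, *Bx* rose 3.59-fold on this probe set (adjusted p = 0.025 from limma) and 3.14-fold on the dimmer one (adjusted p = 0.00905 from limma). In *EP1306*, the log2 differences from *w;iso* were -0.21 (adjusted p = 0.818 from limma) and -0.42 (adjusted p = 0.460 from limma), so neither passed the test, and the files do not place the probe sets against the lesion of the allele. The rise on the brighter probe set kept an adjusted p under 0.05 in 4 of the 9 fits that left out 1 array, with values up to 0.105 in the fits without any 1 of the *BxJ* arrays, *EP1306* replicate 3 or *w;iso* replicate 2, and the rise on the dimmer one in 9 of 9. By limma, the brighter one also lost its call without the trend (adjusted p = 0.0534), in a fit of only the 2 genotypes (adjusted p = 0.099), without the 3 arrays rich in accessory gland transcripts (adjusted p = 0.135) and with the spike-in intensity as a covariate (log2 change 1.32, adjusted p = 0.478). The methods describe 3 groups of 200 heads for each genotype from flies 2 to 4 days old. The deposited labels describe flies 2 to 3 days old that were combined into 1 pool of 600 for RNA isolation, with the RNA then divided in 3, and under that description the spread between arrays holds the preparation of the samples but not a difference between groups of flies. The authors deposited linear intensities for 18952 probe sets, from 2.83 to 47416, and name MAS5 for them without a version. Further normalization is not given in the sources used here, apart from the methods' reference to earlier work. The median intensity of an array was between 15.94 and 17.8. Here, 183 control probe sets were set aside, 16 was added to each intensity and the log2 was taken, and since the medians of the arrays then differed by 0.0818 at most, under a limit of 0.1 set before the data were examined, no further scaling was applied. The 18769 other probe sets were fitted with limma, with 1 mean for each genotype and a prior variance that follows the intensity, and p-values were adjusted by Benjamini-Hochberg over all of them. The annotation names 1 gene for 13647 probe sets, several for 402 and none for 4720, and *Bx*, *AttC*, *Lsp1beta* and *phr* are named from Table S1 alone. The number of arrays limits the precision.

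**Figure D1:**
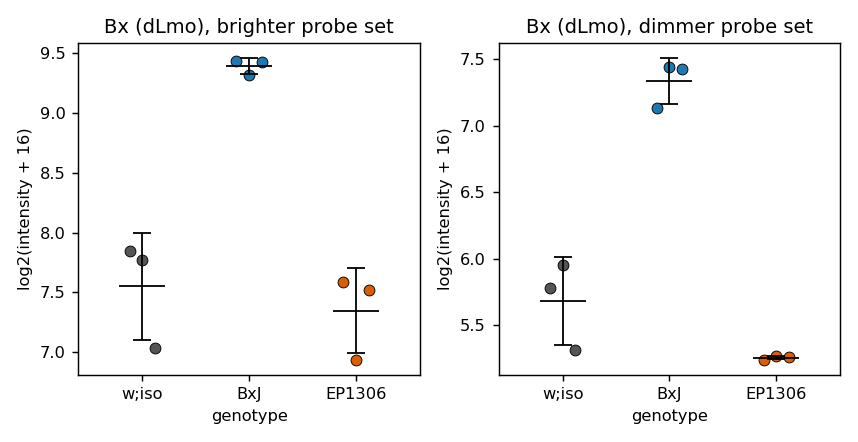
Intensity of the 2 probe sets of Bx (dLmo) on each array, as log2 of the intensity plus 16, by genotype. Points are arrays, wide bars are means and error bars are SD (n = 3). On the brighter probe set the BxJ mean is 9.39 and the w;iso mean 7.55, and all 3 BxJ arrays lie above all other arrays on both.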

To identify novel transcriptional targets of dLMO that might mediate its effects on behavioral responses to ethanol, we performed gene expression microarray analysis of flies carrying either a *dLmo* loss-of-function mutant, *EP1306* [18], or a gain-of-function mutant, *Bx^J^* [23], [24]. We discovered 555 genes, out of 18,952 surveyed, whose expression was significantly altered in one or both of the *dLmo* mutants compared to control flies (Table S1). 

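Several genes of the innate immune response were higher in the heads of both mutants than in those of the control. *Drs*, which encodes the antifungal peptide drosomycin, rose 7.81-fold in *BxJ* (log2 change 2.97, standard error 0.27, adjusted p = 0.00502 from limma) and 8.31-fold in *EP1306* (log2 change 3.05, standard error 0.27, adjusted p = 0.00186). *DptB*, which encodes a diptericin, an antibacterial peptide, rose 12.7-fold in *BxJ* (adjusted p = 0.00662) and by 2.46 on the log2 scale in *EP1306* (adjusted p = 0.0178). *AttC*, which encodes an attacin, rose 9.48-fold and 4.91-fold (adjusted p = 0.0193 and 0.0381). The bomanin gene *BomBc3* rose 2.68-fold in *BxJ* and 4.88-fold in *EP1306*. Of 19 measured genes on a list of antimicrobial peptides and peptidoglycan recognition proteins, 5 rose and 0 fell in *BxJ*, and 7 rose and 0 fell in *EP1306* (15 and 12 higher when adjusted over the list alone). The list was written before the deposited values were examined but after Table S1 had been read. That table comes from these arrays, so the tests of the list are not independent evidence. By limma's set tests, its mean was 0.955 above the control on the log2 scale in *BxJ* (adjusted p = 3.47e-22 over 23 lists by camera with a preset correlation of 0.01, adjusted p = 0.240 with an estimated correlation, and adjusted p = 0.0227 by fry) and 0.946 above it in *EP1306* (adjusted p = 1.17e-17, adjusted p = 0.263 with an estimated correlation, and adjusted p = 0.0107 by fry). Hybridization spike-in controls also differed between the mutants and the control, with means of 8.68 ± 0.515 (SD, n = 3) in *BxJ*, 8.86 ± 0.465 (SD, n = 3) in *EP1306* and 10.15 ± 0.737 (SD, n = 3) in the control, and with their mean intensity as a covariate the list's mean was 0.576 above the control in *BxJ* and 0.611 in *EP1306*. *kek5*, which encodes a transmembrane protein with leucine-rich repeats, rose 5.52-fold in *BxJ* (adjusted p = 0.00012) and 6.04-fold in *EP1306* (adjusted p = 1.58e-05). This gene lies on the X chromosome within 2 Mb of *Bx*, while the control is isogenic for chromosomes II and III. The methods state that the mutant lines were outcrossed over several generations to this control stock. A difference that remained on the X chromosome near *Bx* still cannot be told apart from an effect of the alleles on *kek5*.

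In *BxJ* alone among the comparisons with the control, *TotC*, a gene of the Turandot family of humoral stress factors, rose 10.1-fold (adjusted p = 0.0471), while by limma in *EP1306* its log2 difference was 1.13 (adjusted p = 0.521) and the difference between the mutants did not pass the test (adjusted p = 0.112). *Sodh2*, a sorbitol dehydrogenase, fell by 1.31 on the log2 scale in *BxJ* (adjusted p = 0.00236), *Pp2B-14D*, a catalytic subunit of calcineurin, fell by 1.14 (adjusted p = 0.00236), and *Syt7*, a synaptotagmin, fell by 1.14 (adjusted p = 0.00934). In *EP1306*, the P450 gene *Cyp6a20* rose 4.71-fold (adjusted p = 0.000137) and *CG4757* rose 11.7-fold (adjusted p = 5.43e-05). *Map205*, which encodes a microtubule-associated protein, fell by 4.42 on the log2 scale in *EP1306* (adjusted p = 4.75e-06), *Lsp1beta*, a larval serum protein, fell by 3.28 (adjusted p = 0.00207), *CG13551* fell by 2.85 (adjusted p = 4.04e-07) and the odorant-binding protein gene *Obp99b* fell by 2.44 (adjusted p = 0.00574). Of 17 muscle genes, 3 fell and 0 rose in *EP1306* (7 lower when adjusted over the list alone), with log2 changes of -0.74 for *Mlp84B*, -0.82 for *Act88F*, an actin of the flight muscles, and -0.90 for *TpnC73F*, a troponin C. The muscle list had an adjusted p = 7.9e-08 by camera, an adjusted p = 0.263 with an estimated correlation and an adjusted p = 0.00862 by fry. Transcripts of the male accessory gland were uneven between the replicate arrays, and over 18 of its genes the mean was 6.92 ± 0.89 (SD, n = 3) in *BxJ*, 5.40 ± 0.903 (SD, n = 3) in *EP1306* and 5.26 ± 0.635 (SD, n = 3) in the control.

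Of the 18769 probe sets tested, 54 differed between *BxJ* and the control, 27 higher and 27 lower, and 214 between *EP1306* and the control, 85 higher and 129 lower, at an adjusted p under 0.05 from limma (2267 and 1840 at an unadjusted p under 0.05). By the moderated F-test over the 3 genotypes, 279 differed. With the mean spike-in intensity as a covariate, which is partly confounded with the genotype, the counts were 5 for *BxJ* and 46 for *EP1306*. The balance of directions also moved with the method, to 38 higher and 10 lower in *BxJ* without the 3 arrays rich in accessory gland transcripts and 16 and 30 without the trend, and to 127 and 115 in *EP1306* with quantile normalization and 129 and 127 with the replicate as a block. Both mutants shared 12 higher probe sets, against 0.122 for independent lists, and 7 lower ones, against 0.186. In opposite directions, 3 probe sets were higher in *BxJ* and lower in *EP1306*, against 0.186, 2 of them for *CG7829*, and by limma 0 were lower in *BxJ* and higher in *EP1306*, against 0.122 (at an unadjusted p under 0.05 in both, 163 higher in both, 480 lower in both, 19 higher in *BxJ* and lower in *EP1306*, and 26 the reverse). Simulated groups with no change, set against 1 shared group of simulated control arrays, shared 0.05 on average. Their noise was drawn independently for each probe set, so they hold no shift common to many probe sets of an array. Since 3 control arrays cannot be parted into groups of at least 2, part of the overlap may come from the shared controls. Leaving out 1 array at a time gave 21 probe sets (without *w;iso* replicate 2) to 127 (without *w;iso* replicate 1) for *BxJ* and 103 (without *w;iso* replicate 2) to 247 (without *w;iso* replicate 1) for *EP1306*. Counts for *BxJ* were also moved by more than 1.5 times without *BxJ* replicate 1 (28), *EP1306* replicates 2 and 3 (31 and 30) and control replicate 3 (27), and those for *EP1306* without *BxJ* replicates 1 and 2 (141 and 134), *EP1306* replicates 1, 2 and 3 (123, 114 and 137) and control replicate 3 (137). The F-test gave 154 to 326, with 163 without *BxJ* replicate 1, 185, 154 and 160 without *EP1306* replicates 1, 2 and 3, and 168 without control replicate 2. Among the named changes, *AttC* kept its call in 4 of 9 such fits in *BxJ* and in 2 of 9 in *EP1306*, *BomBc3* in 4 of 9 in *BxJ*, *DptB* in 5 of 9 in *EP1306*, *TotC* in 2 of 9, *Syt7* in 8 of 9 and *TpnC73F* in 3 of 9, and the calls of *Drs*, *kek5*, *Sodh2*, *Pp2B-14D*, *Cyp6a20*, *CG4757*, *Map205*, *Lsp1beta*, *CG13551*, *Obp99b*, *Mlp84B* and *Act88F*, of *DptB* in *BxJ* and of *BomBc3* in *EP1306* were kept in 9 of 9. *CG7829* was not followed over these fits.

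**Figure D2:**
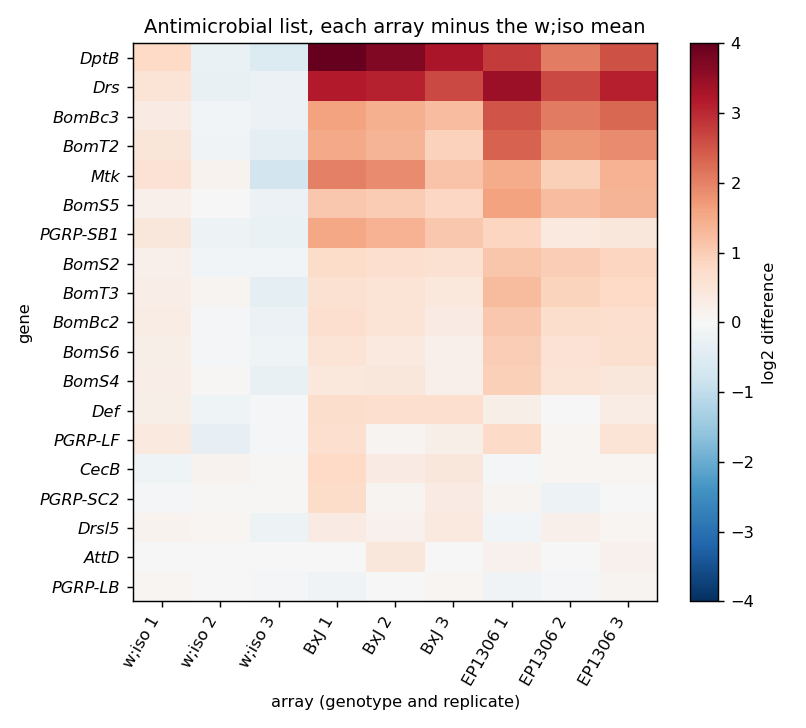
Heat map of the 19 genes of the antimicrobial list on each of the 9 arrays, as the log2 difference from the mean of the 3 w;iso arrays, with genes in order of their mean difference in both mutants. Red is higher and blue is lower. DptB and Drs are at the top, red on all 6 mutant arrays, and the genes at the bottom stay near 0.

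**Figure D3:**
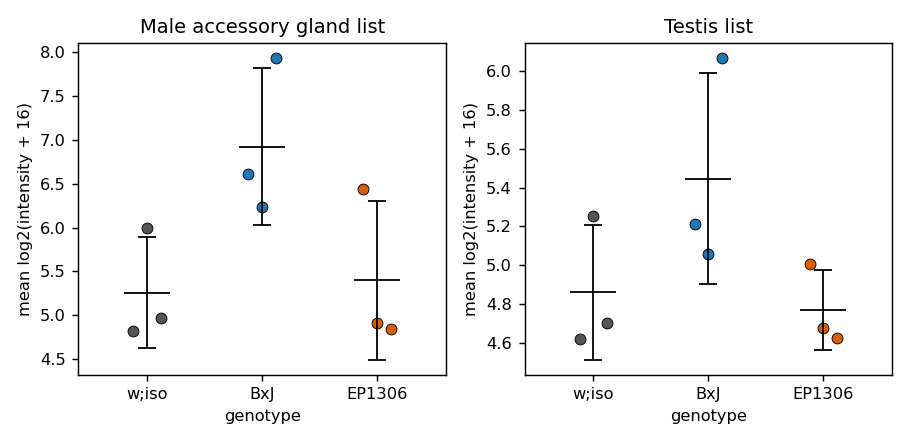
Mean log2 of the intensity plus 16 over the genes of the male accessory gland list and of the testis list on each array, by genotype. Points are arrays, wide bars are means and error bars are SD (n = 3). In each genotype 1 array lies above the other two on both lists.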

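The altered transcripts of Table S1 include genes that moved in 1 mutant and genes that moved in both. *Bx* and *TotC*, higher in *BxJ*, belong to the group that the table numbers 7, in which the median log2 difference from the control was 0.69 in *BxJ* and 0.01 in *EP1306*. *DptB*, *AttC*, *Drs*, *BomBc3*, *kek5* and *Sid* are in group 5, with medians of 0.59 in *BxJ* and 0.82 in *EP1306*. *Vav*, *Sodh2* and *Syt7* are in group 1, which holds 17 of the 19 probe sets of the table that fell in *BxJ*, with medians of -0.53 in *BxJ* and -0.18 in *EP1306*. *Map205*, *Lsp1beta*, *CG13551*, *Cyp309a1* and *Obp99b*, lower in *EP1306*, are in group 2, whose medians were -0.15 in *BxJ* and -0.69 in *EP1306*. *CG4757* and *Cyp6a20* are in group 4, with medians of -0.02 in *BxJ* and 0.62 in *EP1306*. In group 6, with medians of 0.26 in *BxJ* and -0.43 in *EP1306*, 68 of 70 probe sets were higher in *BxJ* and lower in *EP1306* by their means. Since the study chose these transcripts on the same arrays, the directions are not independent evidence. The 555 probe sets of the table include 10 controls of the array, all in group 1, among them 18S rRNA, which was at 8.80 ± 0.851 (SD, n = 3) in *BxJ*, 9.74 ± 0.443 (SD, n = 3) in *EP1306* and 11.37 ± 1.18 (SD, n = 3) in the control. Of the other 545, 215 differed between the genotypes at an adjusted p under 0.05 by limma's F-test. Against the control, 26 of them were higher and 19 lower in *BxJ*, and 76 were higher and 85 lower in *EP1306*, at an adjusted p under 0.05 from limma.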

The 555 genes were clustered using the HOPACH algorithm [25], resulting in 7 clusters. 

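Transcripts that were lower in *BxJ* and higher in *EP1306* than in the control by their means numbered 3247 of the 18769 probe sets tested, and 79 of them differed between the 2 mutants at an adjusted p under 0.05 from limma. In the group that Table S1 numbers 3, *CG14853* was at 7.25 ± 0.136 (SD, n = 3) in *BxJ*, 7.71 ± 0.131 (SD, n = 3) in the control and 8.81 ± 0.23 (SD, n = 3) in *EP1306*, on the log2 scale. It differed by 1.56 (standard error 0.13) between the mutants, the largest difference in that group (adjusted p = 0.0011). *CG9377* fell by 1.04 in *BxJ* (adjusted p = 0.00662 from limma), and its difference of 0.42 in *EP1306* did not pass the test (adjusted p = 0.131). *phr*, which encodes a photolyase that repairs DNA damaged by ultraviolet light, differed by 0.53 between the mutants (standard error 0.05, adjusted p = 0.0023), and *l(3)L1231* by 0.97 (standard error 0.09, adjusted p = 0.00151). *CG40298* differed by 0.84 between them, *CG8157* by 0.86, *CG6329* by 0.67 and *CG31036* by 0.60, with adjusted p-values of 0.000319, 0.00441, 0.00445 and 0.00493. Over the group, 43 of 43 probe sets were lower in *BxJ* and higher in *EP1306* by their means, with median log2 differences of -0.25 and 0.34, and in 43 of 43 every *BxJ* array lay below every *EP1306* array, against 11.3% of all probe sets tested and 5% by chance for this order. The study formed the group on these arrays, so its direction is not independent evidence. Between the mutants, 23 of the 43 passed an adjusted p of 0.05. Against the control, 8 were higher in *EP1306* and 1, *CG9377*, was lower in *BxJ*. Without *EP1306* replicate 3, 12 of the 43 differed between the mutants, without *BxJ* replicate 2, 13, without *BxJ* replicate 1, 14, and without *BxJ* replicate 3, 15.

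**Figure D4:**
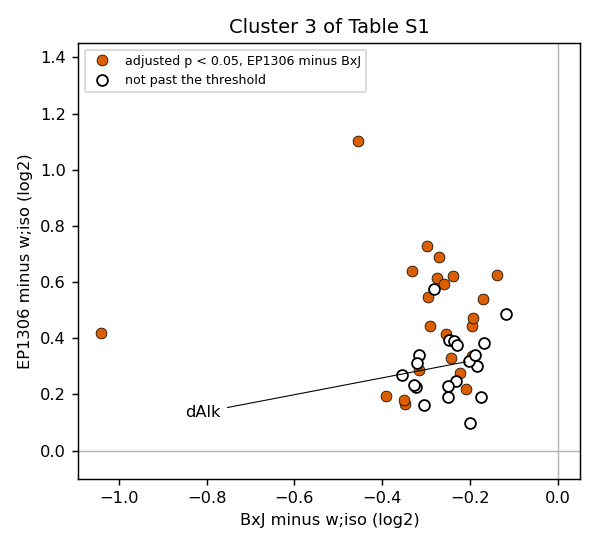
Log2 difference of each probe set of the group numbered 3 in Table S1, BxJ minus w;iso on the x axis and EP1306 minus w;iso on the y axis. Filled points are the 23 that differ between the mutants at an adjusted p under 0.05 from limma, open points the others. All 43 lie left of 0 and above 0, dAlk among the open points.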

Since the classically described function of *dLmo* is negative transcriptional regulation of genes [26], we focused on cluster 3, containing 43 transcripts exhibiting increased expression in the *dLmo* loss-of-function and decreased expression in the *dLmo* gain-of-function mutant. The gene encoding the fly homolog of anaplastic lymphoma kinase (*dAlk*), encoding a receptor tyrosine kinase in the insulin receptor superfamily, was a member of this cluster (Figure 1A). *dAlk* expression was decreased by 14% in *Bx^J^* flies and increased by 26% in *EP1306* flies. 

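*dAlk*, on chromosome arm 2R, was at 8.47 ± 0.060 (SD, n = 3, log2 of the intensity plus 16) in *BxJ*, 8.67 ± 0.094 (SD, n = 3) in the control and 8.99 ± 0.238 (SD, n = 3) in *EP1306*. Relative to the control its intensity plus 16 was 13.0% lower in *BxJ* and 24.7% higher in *EP1306*. With no number added to the intensity, it was 13.6% lower and 25.7% higher, which round to the paper's values. The 3 *BxJ* arrays were all below the 3 control arrays, and the 3 *EP1306* arrays all above them. Each of these comparisons gave an exact p = 0.1 in a two-sided permutation test, the smallest p that 3 arrays against 3 allow. The log2 difference was -0.20 in *BxJ* (95% interval -0.46 to 0.06, adjusted p = 0.468 from limma) and 0.32 in *EP1306* (95% interval 0.06 to 0.58, adjusted p = 0.370 from limma), so neither passed the test over all probe sets. Between the 2 mutants *dAlk* differed by 0.52 (standard error 0.11, adjusted p = 0.0988 from limma). The highest array, *EP1306* replicate 3, carries part of the difference, and without it the log2 difference in *EP1306* was 0.18. Since *dLmo* is described as a negative regulator of transcription, the paper focuses on the transcripts higher in the loss-of-function and lower in the gain-of-function mutant, and states that *dAlk* is among them. It then examines *dAlk* by qPCR as a check of the array results (Figure 1B).

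**Figure D5:**
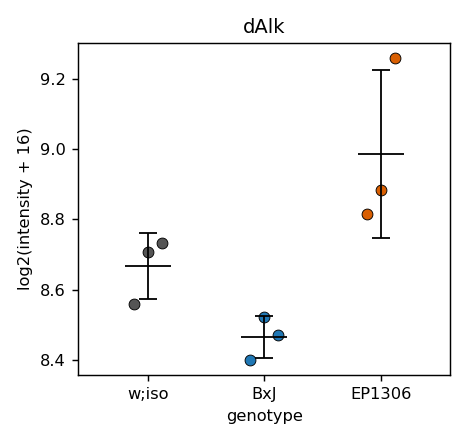
Intensity of the dAlk probe set on each array, as log2 of the intensity plus 16, by genotype. Points are arrays, wide bars are means and error bars are SD (n = 3). The 3 EP1306 arrays lie above all other arrays, the 3 BxJ arrays below, and the means run from 8.47 in BxJ to 8.99 in EP1306.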

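*jeb*, which encodes the secreted ligand of dALK, was read at a low level in all 3 genotypes, 4.93 ± 0.088 (SD, n = 3, log2 of the intensity plus 16) in *BxJ*, 5.02 ± 0.080 (SD, n = 3) in *EP1306* and 5.14 ± 0.194 (SD, n = 3) in the control, near the array medians of 5.00 to 5.08. Its difference from the control was -0.21 in *BxJ* (95% interval -0.43 to 0.02, adjusted p = 0.435 from limma) and -0.12 in *EP1306* (95% interval -0.34 to 0.11, adjusted p = 0.733 from limma). At this low signal the difference in *BxJ* depends on the number added before the log, from -0.38 with 1 to -0.09 with 64, and without control replicate 3 it was -0.10 in *BxJ* and -0.01 in *EP1306*. No change of *jeb* passed limma's test at this signal. Its log2 difference of -0.21 in *BxJ* was about the size of that of *dAlk*, -0.20. The exact permutation p of *jeb* in *BxJ* was also 0.1, the smallest that 3 arrays against 3 allow. In *EP1306* its exact permutation p was 0.6, and the interval leaves room for a fall of that size. Over the 3 genotypes an exact permutation test of the F statistic gave p = 0.207 (280 splits of the arrays). Among 13 measured genes of a list for the ALK receptor, its ligand, the Ras/ERK cascade and transcripts that ALK induces, 0 passed limma's test in either mutant, also when adjusted over the list alone, but the annotation lists no probe set for *Ras85D*, *phl* (Raf) and *rl* (ERK), so these genes were not tested. *Nf1*, which encodes neurofibromin, a Ras GTPase-activating protein, had a log2 difference of -0.38 in *BxJ* (adjusted p = 0.310 from limma) and -0.11 in *EP1306* on the brightest of its 3 probe sets. The exchange factor gene *Sos* had differences of -0.09 and -0.22, the phosphatase gene *csw* by -0.20 and -0.03, and the scaffold gene *ksr* by 0.23 and 0.15.

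**Figure D6:**
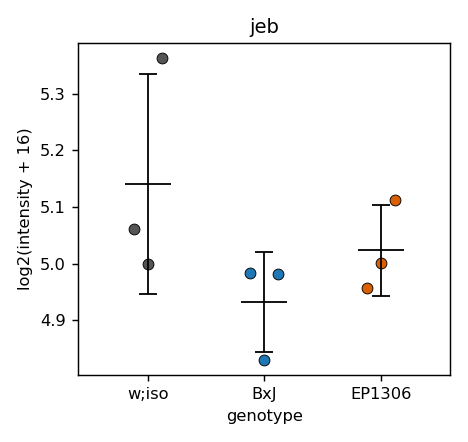
Intensity of the jeb probe set on each array, as log2 of the intensity plus 16, by genotype. Points are arrays, wide bars are means and error bars are SD (n = 3). The means lie between 4.93 and 5.14, and the 3 BxJ arrays lie below the w;iso arrays, while EP1306 arrays overlap with both.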

We did not observe any changes in the expression of the *dAlk* ligand *Jeb* in the *dLmo* mutant flies, suggesting a specific effect on *dAlk* expression and not other members of this pathway (data not shown). To confirm the microarray results, we examined *dAlk* expression using quantitative real-time PCR (qPCR) in *EP1306* and *Bx^J^* flies. *dAlk* expression was increased by 18% in the *EP1306* flies, consistent with the microarray results (Figure 1B). However, we were unable to recapitulate the small decrease in *dAlk* expression in *Bx^J^* flies observed in the microarray study (data not shown). It is possible that levels of dLMO are sufficiently high such that an additional increase in the *Bx^J^* mutants would not significantly affect *dAlk* expression. ALK protein levels were also increased by 20% in the heads of *EP1306* flies when examined by western blotting (Figure 1C), indicating that ALK protein levels changed with a similar magnitude as the transcript in the *EP1306* mutant. We next examined *dAlk* RNA expression in flies carrying additional *dLmo* loss-of-function alleles, *Hdp* and *Pdrm* [18] and found that *dAlk* expression was indeed increased by ∼30% in the *dLmo* mutants compared to control flies (Figure 1D), also consistent with the expression data in the *EP1306* mutant.

**Figure 1:**
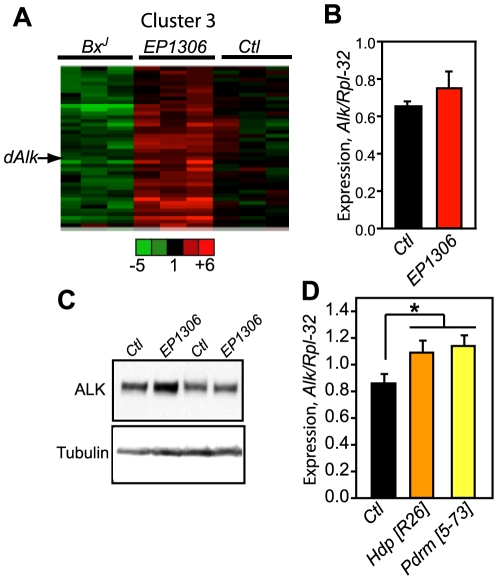
*dLmo* regulates expression of *dAlk*. (A) Microarray analysis of *dLmo* gain-of-function (*Bx^J^*), loss-of-function (*EP1306*), and control flies (Ctl, *w;iso*). Three samples of RNA from fly heads of each genotype were hybridized to Affymetrix Drosophila 2.0 oligonucleotide microarray chips and subjected to HOPACH clustering after data processing and normalization. Shown is cluster 3, containing 43 genes showing an increase in *dLmo* gain-of-function and decrease in loss-of-function mutants. The position of *dAlk* in the cluster is indicated by an arrow. Green color indicates decreased expression and red increased expression (fold change) compared to the control. *dAlk* expression changes were significant by ANOVA (*P* = 0.015) (B) qPCR showing an 18% increase in *dAlk* expression in flies carrying the *EP1306* allele. Total RNA was isolated from whole flies and cDNA synthesized for analysis by PCR. Expression of the *dAlk* transcript was normalized to the control transcript *Rpl-32*. (C) Increased ALK protein expression in *EP1306* fly heads compared to control fly heads (*Ctl*) by western blotting. ImageJ quantification of the blots and normalization to α-tubulin protein levels indicated an overall 20% increase in ALK in *EP1306* fly heads. (D) qPCR indicating increased *dAlk* expression in *dLmo* loss-of-function mutant flies *Hdp* and *Pdrm*. *P = 0.05 by ANOVA, n = 6–7 independent biological replicates.

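For *dAlk* in the arrays of Figure 1A, an exact permutation test of the F statistic over the 280 splits of the arrays into 3 groups gave p = 0.00357, the smallest p that these splits allow. Beside this exact test, the methods' ANOVA on log2 of the intensities plus 16 gave P = 0.0158 for this gene alone. Adjusted over all probe sets tested, limma's F-test gave *dAlk* an adjusted p = 0.15. The paper chose *dAlk* among probe sets that passed an ANOVA on these same arrays. A small p for this gene alone is therefore not independent evidence.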

We next examined whether *dAlk* might modulate the flies' sensitivity to ethanol-induced sedation. A Flybase search revealed two P-element insertions in *Alk*, *f01491* (Exelixis Collection at the Harvard Medical School), located in a 5′ intron of the gene, and *MB06458* (Bloomington Drosophila Stock Center), located in the 3′ untranslated region (Figure 2A). Homozygous flies carrying the *f01491* insertion are not viable as adults and were therefore tested as heterozygotes. Flies carrying the *MB06458* insertion are homozygous viable and appear normal. To determine whether the insertions affect *dAlk* protein levels, we examined protein lysates from whole flies on western blots using an antibody to dALK [27]. Flies carrying the *f01491* insertion showed a 76% reduction in dALK compared to wild-type controls (Figure 2B). We did not observe a change in dALK levels in flies carrying the *MB06458* insertion (data not shown). We speculate that, since this is a weaker allele, the *MB06458* insertion may affect *Alk* expression in a subtle or more restricted, tissue-specific manner. Flies transheterozygous for *f01491*and *MB06458* were small and sickly and could therefore not be tested behaviorally; these data show, however, that the two P element insertions are allelic. We also crossed heterozygous flies carrying the *Alk^1^* allele [27], which expresses a truncated protein and is an ALK functional null, with heterozygous *f01491* mutant flies. We were unable to recover any transheterozygous *Alk^1^/f01491* mutants, indicating a failure of these mutations to complement.

**Figure 2:**
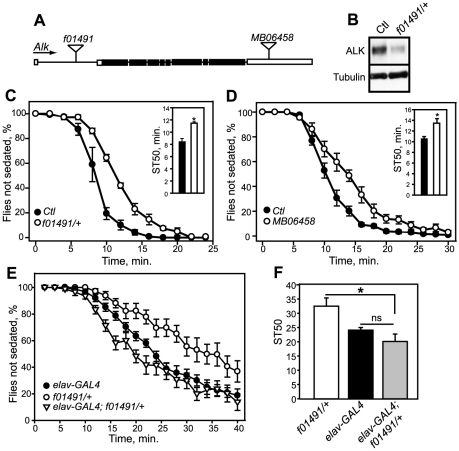
Insertions in *dAlk* affect ethanol sedation in flies. (A) Schematic of the *Alk* gene, showing the position of the *f01491* and *MB06458* P-element insertions. The boxes represent exons and connecting lines indicate introns. Shaded boxes illustrate the protein coding region. Arrow shows the direction of transcription. (B) Western blot showing reduced expression of dALK protein in heterozygous flies carrying the *f01491* insertion. Blot was stripped and probed with antibody to α-tubulin to demonstrate equal loading of total protein. (C, D) Ethanol sedation curves and ST50 graphs (inset) of flies carrying the *f01491* (C) and *MB06458* (D) insertions, illustrating increased resistance of *dAlk* mutant flies to ethanol-induced sedation. Error bars, SEM, n = 8. *P* = 0.002 (*f01491*) and *P* = 0.008 (*MB06458*), ANOVA. (E) Ethanol sedation curves of flies carrying the *f01491* insertion and *elav-GAL4c^155^*, showing rescue of *f01491* ethanol sedation resistance phenotype by re-expressing *dAlk* in neurons of the mutant. (F) ST50 values for the ethanol sedation curves in (E). *P = 0.0018 by ANOVA.

We tested mutant flies for sensitivity to ethanol sedation using a modified loss-of-righting (LOR) assay and found that the *f01491* and *MB06458* insertions conferred increased resistance to ethanol sedation (Figure 2C, D). The time for 50% of the flies to become sedated (ST50) was calculated from the sedation curves by linear interpolation [5]. Flies carrying the *f01491* insertion sedated significantly later than control flies, with an ST50 of 11.5 min compared to 8.4 min (Figure 2C). Flies with the *MB06458* insertion also exhibited significantly delayed sedation with an ST50 of 13.5 min compared to 10.5 min for the control line (Figure 2D). The effect on ethanol sedation in these lines was not due to a difference in pharmacokinetics, as controls and mutant flies absorbed the same amount of ethanol (Figure S1). We next examined whether re-expressing *dAlk* in neurons of *f01491* mutant flies would rescue the ethanol sedation phenotype of the mutant. The *f01491* mutant flies were crossed to flies carrying *elav-GAL4^c155^* to drive neuronal expression of *dAlk* from the P-element insertion in the *f01491* mutant, which contains UAS sites in the orientation appropriate for GAL4-dependent transcription. The transcript expressed from the *f01491* insertion contains the entire protein-coding region of *dAlk*, since the P-element is located 5′ of the ORF (Figure 2A). *f01491* flies carrying the *elav-GAL4* transgene exhibited normal ethanol sensitivity implying a complete rescue of the behavioral phenotype (Figure 2E, F), and indicating that *dAlk* expression in neurons is sufficient for normal ethanol sedation sensitivity. These results suggest that the normal function of *dAlk* is to promote enhanced sensitivity to ethanol. The behavioral response of *dAlk* mutants to ethanol is consistent with the negative regulation of *dAlk* by dLMO, since we have found that the function of dLMO is to promote resistance to the sedating effect of ethanol [20].

### *Alk* expression correlates with behavioral responses to ethanol in mice

We hypothesized that *Alk* may regulate behavioral responses to ethanol in mammals since the expression of murine *Alk* is negatively regulated by LMO4 (Lasek *et al.*, submitted) and *Lmo3* and *Lmo4* play roles in regulating ethanol and cocaine-related behaviors in mice [19], [20]. Using the databases available in GeneNetwork (www.genenetwork.org), we tested the genotype of BXD recombinant inbred (RI) strains at a polymorphic marker in the *Alk* locus, rs4137129, for associations with two types of measures: gene expression in specific brain regions and ethanol-related behaviors (see Materials and Methods for a description of the analysis). We identified three traits in BXD recombinant inbred mice that differed by genotype at the *Alk* locus and correlated with variation in *Alk* expression in at least one brain region. These traits were ethanol-induced ataxia [28] and two highly inter-correlated measures of ethanol drinking, preference and intake [29]. The genetic influence on these traits is shown as a heat-map for chromosome 17 (Figure 3A), which also depicts the location of the *Alk* locus and apparent *Alk* cis-regulation of expression in two brain regions, the hippocampus and striatum. *Alk* expression in the hippocampus and striatum is higher in strains with the DBA/2J genotype at the *Alk* locus. Moreover, higher *Alk* expression in striatum strongly correlates with decreased ethanol intake (Figure 3B), whereas higher *Alk* expression in the hippocampus correlates with increased sensitivity to the ataxic effect of ethanol (Figure 3C). Together, these data suggest that *Alk* may be involved in behavioral responses to ethanol in mice.

**Figure 3:**
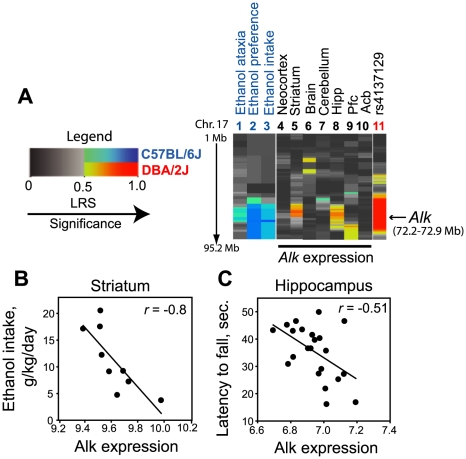
Putative regulation of ethanol-related behaviors and brain *Alk* expression by the *Alk* locus. (A) Heat map of mouse chromosome 17 (right panel) depicting correlations between ethanol-related traits (lanes 1–3), *Alk* expression in specific brain regions (lanes 4–10) and genotype at the *Alk* locus (lane 11). Legend for the heat map is shown on the left. Blue indicates that the C57BL/6J genotype at the locus is associated with increased expression of the trait, red indicates the same for DBA/2J genotype, and increased likelihood ratio statistic (LRS) is indicated by darker color. The red region surrounding the marker rs4137129 in the *Alk* locus (lane 11) is arbitrarily colored and indicates the extent of linkage disequilibrium. (B) Scatter plot depicting the correlation between *Alk* expression in the striatum and ethanol intake. Lower *Alk* expression was associated with increased ethanol intake. (C) Scatter plot depicting the correlation between hippocampal *Alk* expression and the latency to fall in seconds as a measure of ethanol-induced ataxia using the screen test. Lower *Alk* expression was correlated with increased latency to fall.

### *Alk* regulates ethanol sedation in mice

To test directly whether *Alk* is involved in regulating behavioral responses to ethanol, we generated *Alk* knockout (*Alk^KO^*) mice by targeting exons 20–21, which encode the juxtamembrane and N-terminal portion of the tyrosine kinase domain (Figure S2). *Alk^KO^* mice are fertile, viable, and appear normal, consistent with an independently generated *Alk^KO^* line which targets exon 22 and results in a truncated transcript [16]. We were also unable to discern any gross locomotor defects in the *Alk^KO^* mice, either under naïve conditions or in response to a saline injection (data not shown). We examined ALK protein expression in the striatum (specifically, nucleus accumbens) of our *Alk^KO^* mice and confirmed a loss of full-length ALK protein (Figure 4A), suggesting that we have generated a loss-of-function mutant similar to that described in Bilsland *et al.* [16]. We next examined *Alk^KO^* mice for their behavioral response to ethanol in a loss of righting reflex (LORR) test. Male and female wild-type and homozygous *Alk^KO^* mice were tested at two sedating doses of ethanol, 3.6 and 4.0 g/kg. At each dose of ethanol, we observed significant effects of genotype, but no effects of sex or sex by genotype interactions. Since we observed no effect of sex, we combined the LORR data for male and female mice (Figure 4B). ANOVA of the combined data demonstrated that *Alk^KO^* mice show a significant increase in the amount of time to recover the righting reflex at both doses of ethanol. Heterozygous *Alk^KO^* mice were also tested and did not show a difference compared to wild-type controls (data not shown). To determine if the difference in the LORR recovery time was due to alterations in ethanol metabolism and clearance in the *Alk^KO^* mice, we examined blood ethanol concentrations (BEC) at various time points after an injection of 4.0 g/kg ethanol (Figure 4C). No differences in the BEC were observed between genotypes. These data indicate that *Alk* negatively regulates ethanol-induced sedation time without affecting ethanol metabolism and clearance in mice.

**Figure 4:**
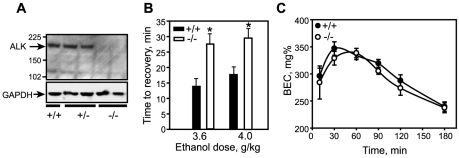
*Alk^KO^* mice show increased sedation in response to ethanol. (A) Western blot indicating loss of full-length ALK protein in the striatum of *Alk^KO^* mice (−/−) compared to heterozygous *Alk^KO^* (+/−) and wild-type (+/+) mice. Blot was stripped and probed with antibody to GAPDH to indicate equal protein loading. (B) LORR in *Alk^KO^* and wild-type mice at 3.6 and 4.0 g/kg ethanol. Shown is the time to recovery from sedation. *3.6 g/kg, F_1,24_ = 10.54, *P* = 0.003; *4.0 g/kg, F_1,28_ = 8.98, *P* = 0.006. (C) Blood ethanol concentration in *Alk^KO^* mice after an injection of 4.0 g/kg ethanol indicating no difference compared to wild-type controls. Shown is the blood ethanol concentration (BEC) in mg% over time. Error bars, SEM.

### *Alk* regulates ethanol intake in mice in a binge drinking model

Since *Alk* expression in the striatum is negatively correlated with ethanol intake across the BXD RI strains (Figure 3B), we hypothesized that *Alk^KO^* mice would consume more ethanol than control mice. We tested ethanol intake in a limited intermittent-access drinking in the dark paradigm adapted from Rhodes *et al.* [30], in which mice drink to intoxication. Male wild-type and homozygous *Alk^KO^* mice were examined for consumption of a 20% ethanol solution over a 4-hour period 3 times per week during the dark cycle, for a total of 8 sessions. We observed a significant effect of genotype and drinking session, but no genotype by session interaction. This analysis indicates that all mice escalated their intake of ethanol after repeated sessions and that *Alk^KO^* mice consumed more ethanol overall than wild-type controls under these conditions (Figure 5A). Heterozygous male *Alk^KO^* mice were also tested and did not show a significant difference in ethanol intake when compared to wild-type controls (data not shown). An advantage of testing mice in the dark phase under limited access conditions is that mice will drink to intoxication. To confirm that the *Alk^KO^* mice drank intoxicating levels of alcohol, we tested the BEC of mice immediately following the final drinking session. Mice had blood ethanol levels greater than 0.04% (Figure 5B). Moreover, the *Alk^KO^* mice reached BEC levels significantly higher (>0.08%) than wild-type controls. To determine whether loss of *Alk* function might generally affect fluid consumption, we tested *Alk^KO^* mice for water intake using the same conditions used for ethanol consumption. No differences were observed between wild-type controls and *Alk^KO^* mice (Figure 5C). In conclusion, *Alk* negatively regulates alcohol consumption in mice without affecting general fluid consumption, suggesting that the normal function of *Alk* may be to curb excessive alcohol intake.

**Figure 5:**
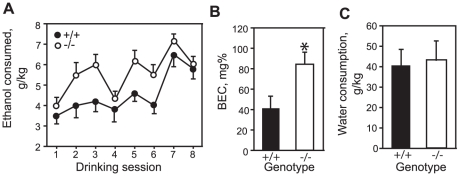
Increased ethanol consumption in *Alk^KO^* mice. (A) Ethanol consumption in wild-type (+/+) and homozygous mutant (−/−) *Alk^KO^* mice, expressed in g/kg over a 4-hour period for 8 drinking sessions in the dark. There was a significant effect of genotype (genotype: F_1,119_ = 7.71, *P* = 0.013; session:F_7,119_ = 10.19, *P*<0.001; genotype by session interaction: F_7,119_ = 1.12, *P* = 0.356). (B) Blood ethanol concentration (BEC, mg%) in wild-type and homozygous *Alk^KO^* mice after the final drinking in the dark session, indicating increased BEC in *Alk^KO^* mice. *P = 0.02. (C) Water consumption, expressed in g/kg over a 4-hour period for one drinking session in the dark, indicating no effect of genotype on general fluid intake. Error bars, SEM.

### Polymorphisms in human *ALK* are associated with the level of response to ethanol

We next explored the sequence variation in human *ALK* to determine if polymorphisms in this gene may be correlated with alcohol responses in humans. We sequenced the entire coding sequence of *ALK* (29 exons) in 348 subjects, all of whom had their response to an oral alcohol challenge measured in a laboratory setting [31]. After rapidly consuming approximately three drinks, the level of response (LR), representing each subject's reaction to alcohol, was measured every 30 minutes. Two LR tests were performed, motor coordination as measured by anterior/posterior body sway (BSA) and lateral body sway (BSL), and subjective “high” feeling using the Subjective High Assessment Scale (SHAS). All polymorphisms discovered through sequencing were then tested by regression for correlation between genotype and quantitative LR measures taken at 60 minutes post alcohol ingestion, the time-point when alcohol LR maximizes (see Materials and Methods for details).

Sequencing *ALK* in 348 subjects resulted in the discovery of 15 single nucleotide polymorphisms (SNPs). Nine of these SNPs were previously identified (dbSNP build 130) and the remaining 6 SNPs, all of which have a minor allele frequency (<1%), are newly discovered. For analysis, 7 SNPs with a minor allele frequency (MAF) of less than 1% were eliminated because markers with such a low MAF have essentially no power to detect association and would serve only to obscure potential associations with more informative markers if they are included in multiple test corrections.

The analysis uncovered 4 markers that are associated with at least one of the LR phenotypes at a nominal significance level (*P*<0.05). Two of these markers are associated with BSL with a false discovery rate (FDR) q-value of <0.05 (Table 1). Because of linkage disequilibrium among these markers (data not shown) it is likely that the different markers are not uncovering independent associations; rather, the data are consistent with a single genetic factor affecting alcohol LR that is in linkage disequilibrium with all four SNPs. We next explored in more detail the genotypic effect of one SNP, rs17007646, on two LR phenotypes, BSL and SHAS. Subjects heterozygous and homozygous for the minor allele at rs17007646 demonstrated reduced BSL in response to alcohol when compared to the major allele (Figure 6A). Similarly, subjects homozygous for the minor allele at rs17007646 reported a lower SHAS score than subjects homozygous for the major allele (Figure 6B). These data suggest that the minor allele at rs17007646 is associated with decreased sensitivity to alcohol in two behavioral measures, body sway and subjective high.

**Figure 6:**
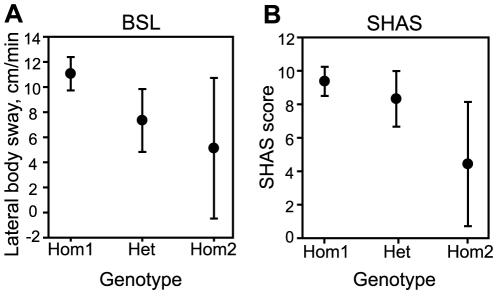
Effect of *ALK* genotype at rs17007646 on behavioral responses to alcohol in human subjects. (A) Body sway in the lateral direction (BSL) in cm/min as a function of genotype, indicating decreased BSL in response to alcohol in heterozygous individuals and individuals homozygous for the minor allele. (B) Subjective High Assessment Scale (SHAS) score in response to an alcohol challenge as a function of genotype. Individuals homozygous for the minor allele report a lower SHAS score. Shown are the group means. Error bars, SEM. Hom1, subjects homozygous for the major allele; Het, heterozygous subjects; Hom2, subjects homozygous for the minor allele.

**Table 1:** Polymorphisms in human *ALK* significantly associated with altered behavioral responses to alcohol.

SNP ID	MAF	SNP Position	Amino Acid	Phenotype	Genotypes Tested	n	Value	*p*-value	q-value
rs56132472	0.10	Exon 29	T1446T	BSL	HOM1 vs. HET	329	0.39	0.0011	0.0310
rs17007646	0.13	Intron 28	non-coding	BSL	HOM1 vs. HET	330	0.33	0.0028	0.0387
rs1881421	0.42	Exon 29	D1529E	BSL	HOM1 vs. HET	323	0.24	0.0126	0.1159
rs17007646	0.13	Intron 28	non-coding	BSA	HOM1 vs. HOM2	329	0.48	0.0255	0.1245
rs56132472	0.10	Exon 29	T1446T	BSA	HOM1 vs. HET	328	0.25	0.0269	0.1245
rs4622670	0.30	Intron 20	non-coding	SHAS	HOM1 vs. HOM2	326	−0.40	0.0270	0.1245
rs17007646	0.13	Intron 28	non-coding	SHAS	HOM1 vs. HOM2	333	0.53	0.0434	0.1716

Columns (from left to right) show the single nucleotide polymorphism identifier (**SNP ID**), minor allele frequency (**MAF**), the position of the polymorphism in *ALK* (**SNP position)**, the amino acid change in the *ALK* protein (**Amino Acid**), the associated alcohol-related phenotype (**Phenotype**), the genotypic classes compared for association (**Genotypes Tested**), the number of subjects in the statistical test (**n**), the quantitative effect of being homozygous for the common allele vs. the other genotypic classes in the previous column, expressed in standard deviations (**Value**), the *p*-value rejecting the null hypothesis (genotype does not affect phenotype, ***p*** **-value**), and the FDR **q-value** multiple test correction.

## Discussion

The evidence presented here indicates that *Alk* contributes to behavioral responses to ethanol in invertebrates and mammals, including humans. Moreover, we found that *dAlk* expression is regulated by dLMO. LMO proteins are transcriptional regulators that function to repress or activate transcription through interactions with DNA binding proteins [26]. dLMO appears to repress *dAlk* expression, since *dAlk* increases in *dLmo* loss-of-function mutants. The ethanol sedation phenotype of *dLmo* and *dAlk* mutants is consistent with a negative regulatory role of dLMO on *dAlk* expression. The *dLmo EP1306* mutant, in which *dAlk* expression is increased, showed increased sensitivity to ethanol sedation [20], whereas the *dAlk f01491* mutant, with decreased *dAlk* expression, was resistant to ethanol sedation. These data define a novel regulatory pathway involved in ethanol-induced sedation in *Drosophila melanogaster*.

We observed phenotypic similarities between flies, mice, and humans in the acute response to alcohol as a function of genotype at the *Alk* locus. In the fruit fly, hypomorphic alleles of *dAlk* caused resistance to the motor incoordinating and sedating effects of ethanol. In mice, a polymorphism in *Alk* that is associated with low expression in the hippocampus also correlates with resistance to ethanol-induced ataxia. In humans, SNPs in *ALK* are associated with resistance to ethanol-induced ataxia as measured by body sway in response to an alcohol challenge. Insofar as motor-incoordinating behaviors related to ethanol can be compared between species, these results suggest that reduced *Alk* expression and/or function may result in resistance to the ataxic effect of ethanol. Interestingly, we found that *Alk^KO^* mice spent more time sedated in response to ethanol, suggesting that complete loss of *Alk* function leads to increased sensitivity to ethanol in this particular behavioral measure. The LORR test measures the length of time mice spend sedated and does not correlate with ethanol-induced ataxia in different strains of inbred mice [32]. Our data suggests that *Alk* differentially regulates ethanol-induced ataxia and LORR in mice. It is also possible that developmental compensation occurs in the *Alk* null mutant to alter sedation time in the LORR test; alternatively, this effect may be due to a brain-region specific defect not uncovered in BXD mice.

In addition to a role for *Alk* in the acute response to ethanol, we found that *Alk* regulates ethanol consumption in mice. Not only does reduced *Alk* expression in the striatum of BXD recombinant inbred mice correlate with increased ethanol intake in a two-bottle choice protocol, but global loss of ALK function (in *Alk^KO^* mice) leads to increased ethanol consumption in a limited-access binge drinking paradigm. We hypothesize that reduced *ALK* expression or function in humans (perhaps in individuals carrying minor alleles) might lead to increased ethanol consumption. Although not directly addressed in the current studies, low LR to ethanol in humans is correlated with increased risk for developing AUDs [2], [33]. We found 4 SNPs in *ALK*, all in linkage disequilibrium, that are associated with a low LR to ethanol in at least one of two behavioral measures, subjective high assessment and body sway, suggesting that *ALK* expression or function may be involved in the LR to ethanol and future development of AUDs. Only one of these SNPs, rs1881421, results in an amino acid change (Asp 1529 to Glu) located in the C-terminal region of the protein. This amino acid is not conserved between flies, mice, and humans and its role in ALK protein function is unknown. Determining the causative mutation(s) in *ALK* that may be involved in the decreased LR to ethanol is an area for future investigation.

How might signaling through ALK regulate behavioral responses to ethanol? In flies and mammalian cells in culture, ALK is known to activate the MAPK/ERK pathway [27], [34], [35], [36], [37], [38], [39]. We previously demonstrated that increased ERK signaling, through the receptor tyrosine kinase EGFR, in *Drosophila* neurons results in resistance to ethanol-induced sedation [5]. If ALK similarly stimulates ERK phosphorylation, then one would predict that loss of *dAlk* function would lead to decreased ERK phosphorylation and increased sensitivity to ethanol-induced sedation. However, the results described here indicate that reducing ALK levels instead leads to increased resistance to the sedating effect of ethanol in *Drosophila*. In an attempt to discern whether ERK phosphorylation is altered with loss of ALK function, we examined ERK phosphorylation in the heads of mutant *f01491* flies by western blotting. We did not observe any changes in ERK under these conditions (AWL, CLK and UH, unpublished results). It is possible that levels of phosphorylated ERK are altered in a subset of neurons in the brain that we could not detect with western blotting of whole heads, or that changes in ERK phosphorylation are too subtle to detect by western blotting. Alternatively, ethanol treatment may be required to determine if ERK phosphorylation is altered in *dAlk* mutants. Another hypothesis is that *dAlk* may signal through a different pathway, such as JAK/STAT or PI3K to affect ethanol-induced sedation in *Drosophila* [40].

In a related experiment in mice, we examined levels of phosphorylated MEK, an upstream activator of ERK, in the striatum of ethanol-naïve *Alk^KO^* mice. Interestingly, we found a 41% increase in MEK phosphorylation in this brain region (Figure S3). Increased expression of genes in the ERK pathway has been demonstrated in mouse lines selectively bred for high ethanol-preference [41]. Our data in the *Alk^KO^* mice might suggest that increased ERK signaling could be responsible for the increased ethanol consumption in these mice. Whether ALK normally inhibits ERK activation in the striatum, or whether increased MEK phosphorylation is due to compensatory changes in the *Alk^KO^* mice is a subject for future investigation. Our data, combined with the findings in ethanol-preferring mice, suggest that treatment with MEK inhibitors might be a potential therapeutic strategy for excessive ethanol consumption and AUDs. Faccidomo *et al.* tested the MEK inhibitor SL 327 for ethanol self-administration in C57BL/6 mice and observed a biphasic response to MEK inhibition [42]. Low doses increased operant responding for ethanol, while high doses decreased responding. Ethanol induces c-fos expression, an effect that is suppressed in alcohol-dependent animals [43]. This suppression is alleviated by the MEK inhibitor UO126 only in dependent animals, suggesting a complicated relationship between MEK activity and alcohol dependence.

Interestingly, the *ALK* marker rs1881421 in humans, which appears to be associated with body sway in response to an alcohol challenge (Table 1), is also associated with schizophrenia in a Japanese population [17], implicating *ALK* in other neuropsychiatric diseases beyond AUDs. In addition, we have discovered that *Alk* regulates behavioral responses to cocaine in mice (Lasek *et al.*, submitted); *Alk* may therefore regulate behavioral responses to multiple drugs of abuse. Future studies will focus on the neural and molecular mechanisms of *Alk* function in order to gain a greater understanding of its role in AUDs and other neuropsychiatric disorders.

## Materials and Methods

### Ethics Statement

Human subjects that had DNA re-sequenced were part of the San Diego Sibling Pair Investigation [31], [44], who underwent written informed consent procedures as approved by the University of California, San Diego Human Subjects Protections Committee. All animal protocols were in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health and approved by the Ernest Gallo Clinic and Research Center Institutional Animal Care and Use Committee (approval number 09.11.198). The Gallo Center is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International.

### *Drosophila* Culture and Strains

All flies were maintained on standard cornmeal and molasses agar food at 25°C and 70% humidity. The *Bx^J^* mutant has been described previously [24]. The *dLmo* loss-of-function mutants *EP1306*, *Hdp[R26]* and *Pdrm[5–73]* have been described previously [18]. Lines were out-crossed for at least five generations to a *w^1118^* stock isogenic for Chromosomes II and III; these “*w*; iso” flies served as the genetic background control for quantitative PCR and microarray experiments. The *dAlk* P-element insertion mutant *MB06458* was obtained from the Bloomington Drosophila Stock Center (Bloomington, IN, USA) and *f01491* was obtained from the Exelixis Collection at the Harvard Medical School. The presence of each insertion in the *Alk* locus was confirmed by PCR. Lines were outcrossed for at least 5 generations to *white Berlin* (*f01491*) or *2202U* (*MB06458*). The *white Berlin* and *2202U* strains served as genetic background controls for the corresponding mutant lines in behavioral assays. All experiments used adult male flies which were collected 2–4 days following eclosion.

### Gene Expression Microarrays

All microarray data are MIAME compliant. Raw data has been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE25988. RNA was isolated from 3 groups of 200 fly heads from each genotype and hybridized to Affymetrix Drosophila 2.0 oligonucleotide microarray chips at the Partners HealthCare Center for Personalized Genetic Medicine Microarray Facility (Harvard University). Microarray data was processed and analyzed as described in Kong *et al.* [45]. Genes were selected as differentially expressed by pairwise t-tests between the *w;iso* control, the *Bx^J^*, and the *EP1306* mutants with a cutoff of *P*<0.05 following normalization and subtraction of the averaged *w;iso* control. The 555 genes that were chosen for clustering were then further selected by ANOVA with a *P*<0.05. Clustering was performed using the HOPACH (Hierarchical Ordered Partitioning and Collapsing Hybrid) algorithm [25].

### Real-time Quantitative PCR

Total RNA isolation from whole flies using TRIzol® (Life Technologies, Carlsbad, CA USA), cDNA synthesis, and real-time quantitative PCR were performed as described in Corl *et al.* [5]. RNA was isolated from 6–7 independent biological replicates of flies. Pre-designed 20× TaqMan® probe and primer mixes targeting *Alk* (Dm01797078_g1) and the ribosomal protein control transcript *RpL32* (Dm02151827_g1) were purchased from Life Technologies. Data was normalized using the standard curve method and assessed for statistical significance using ANOVA.

### *Drosophila* Behavioral Assays

Ethanol sedation assays were performed essentially as previously described [5], [46]. Samples of 25–30 male flies were allowed to equilibrate for ∼10 min to humidified air in the booz-o-mat apparatus [4] before starting exposure to a 100∶50 mixture of ethanol vapor∶humidified air (100∶50 E∶A). Ethanol exposure commenced at 0 min of the assay and was continuous thereafter. At 2-min intervals, each tube of flies (8 tubes per assay) was twirled and the number of flies that appeared unable to right themselves was scored by an experimenter blinded to sample identity. Typical assay duration was 30 min.

### Animals

*Alk^KO^* mice were backcrossed to C57BL/6J for 4 generations prior to behavioral testing. Heterozygous mice were intercrossed to generate wild-type and homozygous littermates for behavioral tests. Animals were group housed, unless they were tested for ethanol consumption, at which point they were singly-housed for two weeks prior to testing ethanol intake. Food and water were provided at all times and animals were on a 12 hour light-dark cycle.

### Generation of *Alk* knockout mice

An EcoRI fragment of the mouse *Alk* genomic DNA locus was used to prepare the *Alk* targeting construct, in which the two exons encoding the juxtamembrane domain and N-terminal portion of the kinase domain of *Alk* (exons 20 and 21, respectively) were replaced by a neomycin expression cassette. An EcoRI site was introduced into the targeted locus by the neomycin cassette to facilitate subsequent genotyping of targeted ES cells and mice. A herpes simplex virus–thymidine kinase gene cassette to enable negative ES cell selection with ganciclovir was inserted in the 5′ end of the *Alk*-neomycin construct. Electroporation of the linearized *Alk* targeting vector into E14 ES cells was done as described [47], [48]. Correctly targeted ES cell clones with normal karyotypes were injected into C57BL/6 blastocysts to generate chimeric mice for subsequent breeding to obtain germline transmission. Mice were genotyped by Southern blot analysis or PCR. *Alk^KO^* mice were genotyped by PCR using primers to *Alk* and the neomycin resistance gene (Primers, 5′-3′: *Alk* forward, ACCCCCTCACAGCGGACACCTATC; *Alk* reverse, TGGGGACAGGGGCAGATGATTGAC; Neomycin forward, ATCTCCTGTCATCTCACCTTGCTC; Neomycin reverse, GTAAAGCACGAGGAAGCGGTCAGC). Figure S2 shows a representative PCR genotyping.

### Western blots

For western blots on whole flies or fly heads, approximately 30 frozen flies or 100 heads were homogenized in 1 mL of RIPA buffer (10 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% nonidet P-40, 0.5% sodium deoxycholate, and 1% SDS) containing freshly added protease inhibitors (aprotinin, pepstatin, and phenylmethanesulfonyl fluoride). After homogenization, lysates incubated on ice for 1 hr, and were centrifuged at 4°C for 10 min. The supernatant was removed and treated for electrophoresis as described below. For western blots on mouse brain, punches of fresh nucleus accumbens tissue were frozen in liquid nitrogen. Tissue was thawed on ice and homogenized in 50 µL of RIPA buffer containing freshly added complete mini protease inhibitor tablet (Thermo Fisher Scientific, Asheville, NC). After clarifying lysates by centrifugation, a BCA protein assay (Thermo Fisher Scientific) was performed on samples. 4× LDS buffer (Life Technologies) containing β-mercaptoethanol was added to 20 µg of lysate. Samples were subjected to electrophoresis and western blotting using the NuPAGE® Novex® Tris-Acetate mini gels (Life Technologies) and the ECL Plus western blotting detection system (GE Healthcare, Piscataway, NJ) according to manufacturer's instructions. Western blots were probed with ALK-c antibody (for mouse ALK, ab650, Abcam, Cambridge, MA) diluted 1∶500 in 5% bovine serum albumin or with *Drosophila* ALK rabbit antibody [27] diluted 1∶5000 in 5% milk. Blots were probed with HRP-conjugated secondary antibodies (rabbit or mouse, GE Healthcare) diluted 1∶5000, then stripped using Restore Plus™ Western blot stripping buffer and re-probed with an antibody to GAPDH or Tubulin (Thermo Fisher Scientific).

### Loss of the Righting Reflex (LORR)

Male and female wild-type and homozygous *Alk^KO^* mice, aged 2–6 months were injected i.p. with 20% ethanol in saline (v/v) at a dose of 3.6 g/kg. After injection, each mouse was placed on its back and tested for the ability to right itself. The mouse was determined to have lost the righting reflex if it could not right itself 3 times within 30 sec. and regained the righting reflex if it could fully right itself 3 times within 30 sec. The duration of the loss of righting reflex was calculated as the difference between the time when the reflex was lost and when it was regained. One week after the first test, mice were tested again at a dose of 4 g/kg ethanol. Data were analyzed for statistical significance using ANOVA.

### Measurement of Blood Ethanol Concentration

Blood ethanol concentration (BEC) was measured in the same group of mice used in the LORR experiment three weeks after the final LORR test. Mice were injected with 4.0 g/kg of ethanol i.p. and 20 µL of blood was obtained via tail vein puncture at 10, 30, 60, 90, 120, and 180 min post-injection. Blood samples were stored at -80°C until BECs were determined using an NAD-ADH enzymatic assay [49]. BECs were also measured immediately after the 8^th^ session of the limited intermittent-access drinking experiment.

### Limited intermittent-access drinking in the dark

The intermittent-access drinking protocol was adapted from Rhodes *et al.* [30]. Ethanol-naive mice were singly housed in single grommet cages in a reverse light-dark cycle room (lights off from 10 a.m. to 10 p.m.) and allowed to acclimate for two weeks prior to the study. Following acclimation, home cage water bottles were replaced with a single bottle of 20% v/v ethanol in water at noon for 4 hours on Monday, Wednesday, and Friday, for a total of 8 ethanol sessions. Bottles were weighed before and after each session and mice were weighed once a week. Baseline water consumption was measured one day before the beginning of ethanol access by weighing a water bottle before and after a 4 hour session. Mice had *ad libitum* access to water when ethanol was not present. Ethanol consumption (g ethanol/kg mouse/4 hrs) was calculated as the difference between bottle weight before and after drinking sessions. Drinking volumes were corrected for spillage by subtracting weight lost from two control bottles of 20% ethanol placed on empty cages for the duration of the sessions. Data were analyzed for statistical significance by 2-way RM ANOVA.

### GeneNetwork methods and statistics

To examine whether *Alk* might be involved in the expression of ethanol-related behaviors, complementary database approaches similar to those described in Lu *et al.* were employed [50]. First, the genotypes of the BXD recombinant inbred (RI) strains at a marker in the *Alk* locus, rs4137129, were tested for associations with ethanol-related behaviors in GeneNetwork (www.genenetwork.org). Genotypic differences in the expression of the behavior were considered significant at *P*<0.05 by uncorrected t-tests for the comparison of C57BL/6J and DBA/2J genotype. Second, variation in *Alk* expression in multiple brain regions, including the whole brain [51], cerebellum, hippocampus [52], neocortex [53], nucleus accumbens, prefrontal cortex, and striatum, was examined for correlations with RI strain means for all of the available behaviors in GeneNetwork. We used a cutoff of |*r*|≥0.5 to identify potentially meaningful correlations between *Alk* expression and behavior. The traits identified by both techniques were then combined, resulting in a list of traits that differed as a function of genotype at the *Alk* locus and were associated with variation in *Alk* expression in at least one brain region.

### Human subjects and testing protocol

Recruited subjects met the following criteria: ages 18–29; had previously consumed alcohol but did not meet dependence criteria; had at least one parent with repetitive alcohol-related life problems who met the criteria for alcohol dependence using the Diagnostic and Statistical Manual of the American Psychiatric Association, 4th edition (DSM IV); and were part of a family where at least two siblings met the same criteria (although incomplete recruitment did yield many single sibling families). Recruited siblings were given an alcohol challenge by consuming a 20% v/v solution of 0.75 ml/kg of ethanol (0.6 g/kg for women, and 0.9 g/kg for men) within an 8-minute period. Doses were chosen to produce similar blood alcohol concentrations among individuals. At baseline, 15 min, 30 min, and every half hour after consuming the alcohol, subjects filled out the Subjective High Assessment Scale (SHAS) indicating their feelings of intoxication on 13 items, each rated on a 36-point scale indicating perceived subjective changes from baseline. Subjects were also tested for motor coordination by quantifying body sway over a 1 minute period (BSA-body sway anterior/posterior and BSL-body sway lateral).

### Genetic association analysis

In this analysis, the SHAS and BS scores at the time of peak alcohol effect (60 min) were used. 348 subjects were genotyped and tested for association. The subjects comprise 179 independent families: 34 single sibling families; 115 two sibling families; 21 three sibling families; 4 four sibling families. Phenotypes were corrected for non-normality using the Box-Cox transformation and scaled to mean = 0 and SD = 1. The tests of association were performed in R with the lmekin function of the kinship package. This function provides a linear mixed effects model whereby the genetic relatedness among individuals (based on the kinship coefficient) is incorporated into the covariance structure of the random effects. The fixed effect is used for the tests of association and adjustments for covariates. It included the covariate sex plus the test SNP (a factor of genotypes). Two contrasts were examined, each with the Wald test: the major homozygote (Hom1) against the heterozygote (Het); and the major homozygote against the minor homozygote (Hom2). Statistical tests were reduced by only testing markers with an MAF>1% and eliminating the Hom2 against the Het as the power of these tests is very low due to small numbers in one of the genotype classes. FDR q-values were calculated using the method of Storey and Tibshirani [54].

### DNA preparation

DNA was extracted from blood specimens within 5 days of collection. DNA was extracted using Gentra Puregene reagents and protocols (Qiagen, Valencia, CA USA). Extracted DNA was quantified using the Pico Green method (Life Technologies) and all stocks were normalized to a common concentration for sequencing assays.

### Human genomic re-sequencing and genotyping

All SNP discovery and genotyping was performed using fluorescent Sanger sequencing of PCR templates generated directly from a subject's genomic DNA. Primers flanking the *ALK* exons were used to directly isolate sequencing template from genomic DNA. Sequencing/genotyping was performed by fluorescent Sanger chemistry as implemented by Applied Biosystems (Life Technologies) directly applied to the PCR amplified *ALK* exons. The sequences generated were analyzed for the presence of SNPs and genotyped using the software package Mutation Surveyor from SoftGenetics LLC (State College, PA, USA). To maximize sensitivity and accuracy, all analysis was performed on both strands and all heterozygote calls were verified by human inspection.

## Supporting Information

Figure S1 **Flies carrying the** ***MB06458*** **insertion do not show altered ethanol absorption.** For each sample, 25 male control and *MB06458* flies were exposed for 15 min to ethanol at a dose of 100∶50 (ethanol vapor∶air) and immediately frozen. Ethanol concentration was measured using a NAD∶ADH enzymatic assay on homogenized flies. Shown is the % ethanol concentration obtained in each group of flies. Error bars, SEM, n = 5.
(EPS)

Figure S2 **Generation of** ***Alk^KO^*** **mice.** (A) Scheme for generating *Alk^KO^* mice. An EcoRI fragment of the *Alk* genomic DNA locus was used to develop the *Alk* targeting vector, in which the exons coding for juxtamembrane domain of the ALK protein and the ATP binding pocket of the kinase domain, and their flanking sequences were replaced by a neo expression cassette. An EcoRI site was introduced into the targeted locus by the neo cassette. A herpes simplex virus–thymidine kinase gene cassette mediating negative ES cell selection with ganciclovir was inserted in the 5′ end of the *Alk*-neo construct. Correctly targeted ES cell clones with normal karyotypes were injected into blastocysts to generate chimeric mice for subsequent breeding to obtain germline transmission. Letters indicate restriction enzyme sites (B) Example of PCR genotyping of the *Alk^KO^* mice. Shown is a representative agarose gel illustrating PCR product. Mice were genotyped using primers to *Alk* at the neo insertion site to determine the presence or absence of the wild-type allele and to neo to determine the presence or absence of the insertion (NEO). The genotype (+/+, +/−, −/−) based on the PCR is indicated above the gel, with a negative control (no template DNA) for PCR and the 100 bp molecular weight marker on the right side of the gel. Note the presence of a single PCR product indicates either wild-type (+/+) or homozygote (−/−), while the presence of both Alk and NEO PCR products indicates a heterozygote (+/−).
(EPS)

Figure S3 **Increased MEK phosphorylation in the striatum of** ***Alk^KO^*** **mice.** Striatum was dissected from the brains of adult male mice and analyzed using the PathScan® Phospho-MEK1 and Total MEK1 Sandwich ELISA kits from Cell Signaling Technology. Shown is the ratio of phosphorylated MEK to total MEK (pMEK/MEK) in wild-type (+/+) and *Alk^KO^* (−/−) mice. *P = 0.005 by Student's t-test, n = 5–7.
(EPS)

Table S1 **Transcripts showing significantly altered expression in** ***dLmo*** **mutants** ***EP1306*** **and** ***Bx^J^*** **.** Columns (from left to right) indicate the Affymetrix probe set identifier, the gene symbol, the FlyBase annotation, the cluster number from HOPACH clustering, the mean expression value of the transcript (normalized to expression in control *w;iso* flies and expressed as log_2_) in flies carrying the *BxJ* and *EP1306* mutations, and the ANOVA *p*-value.

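Each row of this table is a probe set, and *Bx*, *CG7829* and other genes that the array reads more than once fill several rows. Its columns of log2 expression equal the mean log2 of the deposited intensities in *BxJ* or *EP1306* minus that in the control, with no number added before the log, to within 5e-06. Its last column equals the methods' ANOVA on those values. On the same values, 1954 probe sets had an ANOVA P under 0.05, where 948 would by chance, and 1846 of them also had a P under 0.05 by the methods' t-test in at least 1 pair of genotypes. When such a pair also had to differ by 0.5 or more on the log2 scale, 555 remained, the same probe sets as in the table, of which 0 failed these limits. The limit of 0.5 was read from the table, since the text of the methods gives no limit of this kind. After Benjamini-Hochberg adjustment of the ANOVA, 97 probe sets passed 0.05, and 75 of these are in the table. *jeb* is not in the table, while *dAlk* is, among the transcripts of its group 3.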

(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

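RNA from heads of adult male flies was measured on 9 Affymetrix Drosophila 2.0 arrays, 3 each for *BxJ*, *EP1306* and the control *w;iso*. Per the deposited notes, the authors made the intensities with MAS5, for which no version is given, and deposited them on a linear scale with 1 value for each probe set. Other normalization is not given in the sources used here. The raw scans were not used. Between the arrays of 1 genotype, the correlation across probe sets was 0.994 to 0.997.

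The control probe sets were left out, 16 was added to each intensity and the log2 was taken, with no scaling between arrays. Fold and percent changes are of the intensity plus 16 unless another scale is named. A linear model with 1 mean for each genotype was fitted with limma 3.58.1 in R 4.3.3, with lmFit, contrasts.fit and eBayes with the intensity trend (2.24 prior degrees of freedom). Contrasts were *BxJ* minus *w;iso*, *EP1306* minus *w;iso* and *EP1306* minus *BxJ*, with an F-test over the genotypes. Adjusted p-values are Benjamini-Hochberg values over all probe sets tested, with a threshold of 0.05. The fit was tested on simulated data with 200 changed probe sets in each of 5 simulations. There, 65.4% of changes of 0.5 on the log2 scale were called, 94.5% of changes of 1 and 98.8% of changes of 2, and 6.48% of all calls were false. The changed probe sets were drawn at random, whatever their intensity. Noise was independent for each probe set, with no shift common to an array, so recovery in the real data may be lower.

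Single genes were also tested by exact permutation, two-sided, over the 10 splits of 6 arrays or the 280 splits of 9. Symbols come from the array annotation, matched to a RefSeq gene table for chromosomes, and from Table S1 for some probe sets that the annotation does not list. For lists and chromosomes, 1 probe set was taken for each gene, the one with the highest mean, which left 11983 genes, 11894 of them with a chromosome. The 23 gene lists were for antimicrobial defense, the ALK and ERK cascade, LIM-domain proteins and partners of dLMO, ethanol behavior, ethanol metabolism, circadian rhythm, neurons, glia, photoreceptors, chemoreceptors, odorant-binding proteins, muscle, fat body, midgut, testis, male accessory gland, cuticle, P450 enzymes, glutathione and UDP-glycosyl transferases, stress, ribosomal proteins, mitochondrial ribosomal proteins, and dosage compensation with sex determination. Members that the annotation does not list, among them *Bx*, *Adh* and *AttC*, were not tested in their lists. The lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The X-linked share of changed genes, and the share within 2 Mb of *Bx*, were tested with Fisher's exact test, two-sided.

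Genes are named by a rule: for each mutant, the 8 largest rises and 8 largest falls among called probe sets that name 1 gene and whose arrays do not overlap with the control arrays, *Alk*, *jeb* and *Bx*, up to 4 members of each list with the smallest p, and 8 members of cluster 3. Other genes were chosen after their values were seen. The alternatives were a pseudocount of 1 or 64, quantile normalization, median centring, a filter on low values, eBayes without the trend, the replicate number as a block, a fit of only the genotypes compared, leaving out each array, the methods' tests, other set tests, and windows of 1 and 4 Mb. Alternatives chosen after seeing the data were no pseudocount, the selection of Table S1, leaving out the array of each genotype that is richest in accessory gland transcripts, the spike-in intensity as a covariate, and the antimicrobial list without *BomT2*.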

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

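The tests of explanations for the antimicrobial and the accessory gland genes, the reading of the X-linked genes near *Bx* as a retained stretch and the splits for pairs of genotypes were chosen after the results were seen, while the set tests, the test near *Bx* itself and the splits for the F-test and the lists were planned. The gene lists were written after Table S1, which comes from these arrays, had been read, so their set tests are not independent of it. Each flagged value is a mean log2 difference from *w;iso* in genes outside those the paper discusses, past the test against the control arrays. In *BxJ* these were the antimicrobial list at 0.955, the male accessory gland list at 1.66, the testis list at 0.586, the fat body list at 0.22, the midgut list at 0.22, the ethanol metabolism list at 0.101, the neuron list at -0.245, the photoreceptor list at -0.128 and the chemoreceptor list at -0.0142, with *DptB* at 3.67 and the noncoding *lncRNA:CR32553* at -1.80. In *EP1306* they were the antimicrobial list at 0.946, the ethanol metabolism list at 0.193, the muscle list at -0.147 and the stress list at -0.0599, with *CG4757* at 3.55 and *Map205* at -4.42. With an estimated correlation, 0 of the lists passed in either mutant, and fry called 1 in *BxJ*, the antimicrobial list, and 3 in *EP1306*, the antimicrobial list as higher and the muscle and stress lists as lower. Single arrays move several of these means by more than 1.5 times or end their call. In *BxJ* the fat body list was at 0.577 without *w;iso* replicate 1 and lost its call without *BxJ* replicate 2 (0.0779) and *w;iso* replicates 2 and 3 (0.0563 and 0.0261). The midgut list lost its call without *w;iso* replicate 1 (0.0654) and was at 0.355 and 0.0997 without *BxJ* replicates 2 and 3 and 0.491 and 0.104 without *w;iso* replicates 2 and 3. The ethanol metabolism list lost its call without *BxJ* replicate 1 (0.0578) and *w;iso* replicate 3 (0.0258), and was at 0.210 and 0.0662 without *w;iso* replicates 1 and 2. The chemoreceptor list lost its call without *BxJ* replicates 1 and 3 (-0.0123 and -0.0134) and *w;iso* replicates 2 and 3 (-0.0118 and -0.0121), and the testis list was at 0.276 without *BxJ* replicate 3. In *EP1306* the stress list lost its call without *EP1306* replicates 2 and 3 (-0.0692 and -0.0275) and *w;iso* replicate 1 (-0.0214) and was at -0.102 without *w;iso* replicate 3. The ethanol metabolism list there lost its call without *w;iso* replicate 3 (0.118) and was at 0.302 without *w;iso* replicate 1, and the muscle list was at -0.0615 and -0.270 without *EP1306* replicates 1 and 3. The 1 called member of the ethanol metabolism list in *BxJ*, *Sodh2*, was lower, against the direction of the list's mean.

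The mean of the antimicrobial list was higher in both mutants, with 5 of its 19 genes called in *BxJ* and 7 in *EP1306*. The tables argue against 1 control array as the cause, since the lowest mean over the fits that leave out 1 array was 0.8384. The upper quartile of the fat body genes was 0.214 in *BxJ* and 0.0621 in *EP1306*, against antimicrobial medians of 0.529 and 0.726. With all arrays, these values argue against a larger share of fat body as the whole source. The fat body list depends on *w;iso* replicate 1, with a mean of 8.963 against 7.921 and 7.86 on the other controls. Without that array its mean difference in *BxJ* was 0.577, against 1.094 for the antimicrobial list. Whether fat body adds a part of the rise therefore cannot be decided. The spike-in intensity differs between the control and both mutants and so is partly confounded with the genotype, but with it as a covariate the list stayed higher, by 0.576 (95% interval 0.102 to 1.05) in *BxJ* and 0.611 (95% interval 0.171 to 1.05) in *EP1306*. A response that moves steadily in 1 direction with the level of dLMO would take the list opposite ways in the gain and the loss of function. Its mean was above 0 in both mutants in every fit that leaves out 1 array, at 0.8477 or more in *BxJ* and 0.8384 or more in *EP1306*. This bears on a steady response only, and other forms of dependence on dLMO were not tested. *Bx* itself did not pass the test for a fall in *EP1306* (log2 differences -0.21 and -0.42). The mutant lines were outcrossed to the control stock. A difference in infection, rearing or remaining background between the control and both mutant stocks may be the source and was not tested.

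The accessory gland transcripts were uneven between replicate arrays. Their list mean went with that of the testis list over the 9 arrays (Pearson r = 0.95, exact permutation p = 0.000976, adjusted p = 0.0039 over 4 relations, Spearman rho = 0.883, permutation p = 0.00308), and without the 2 farthest arrays r was 0.896 (permutation p = 0.026). The other relations did not pass, with the midgut list (r = 0.725, adjusted exact permutation p = 0.0582), the antimicrobial list (r = 0.389, adjusted exact permutation p = 0.394) and the fat body list (r = 0.126, adjusted exact permutation p = 0.742). Male reproductive tissue in some of the head samples is therefore a candidate explanation. A change in the *BxJ* heads themselves would leave the arrays of the other genotypes even. Their list means were 6.443, 4.919 and 4.841 in *EP1306* and 4.821, 5.989 and 4.971 in *w;iso*, which argues against it as the source of the unevenness there. Whether such a change adds to the higher mean of *BxJ* cannot be told. There, 1 *EP1306* array, at 6.443, lay above the lowest *BxJ* array at 6.228, while the other arrays of the other genotypes stayed below.

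Of the 10 X-linked genes called in *BxJ*, 5 lie within 2 Mb of *Bx*, namely *Tsf1*, *Pp2B-14D*, *lncRNA:CR32553*, *Vav* and *kek5*, against 377 of 1873 X-linked genes (odds ratio 4.0, Fisher's exact p = 0.0333, range 0.00198 to 0.0958 over the scalings). A stretch of the X chromosome that stayed with the mutation may be the source, but it cannot be told apart from an effect of the allele, since the stocks' X chromosomes go with the genotypes. In *EP1306* the odds ratio was 0.609 (95% interval 0.0664 to 2.71), which leaves it open there too. Of the 15 X-linked genes called in *EP1306*, 2 lie within 2 Mb of *Bx*, namely *Tsf1* and *kek5*. Both were also called in *BxJ*, and both were higher than the control in each mutant.

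Over other splits of the arrays, the F-test called 279 probe sets in the real split and 117 in the highest other. Of 100 splits drawn from 280, 1 called as many, the real one. A chance assignment of the arrays to the genotypes can thus be excluded for this count. The splits do not test a difference in pool or processing that goes with the genotype, as the spike-in intensity does in part. For pairs of genotypes, 10 splits are too few for a share under 0.05, with 54 in *BxJ* against 1 in the highest other, 214 in *EP1306* against 0, and 230 between the mutants against 0. For the lists, other splits called as many or more. The real split called 9 in *BxJ* against 12 in the highest other, with 2 of 10 splits as large. In *EP1306* it called 4 against 10, with 7 of 10 splits as large. The number of lists called by camera thus did not stand out from that of regrouped arrays, and 10 splits are too few for a share under 0.05.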

How the results depend on the processing

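The spike-in covariate, the fit without a pseudocount, the fit without the 3 accessory gland rich arrays and the selection of Table S1 were chosen after seeing the data. The other alternatives were chosen before it, but the fold minimum of the methods' tests was read from Table S1, which comes from these arrays. In the limma fits, *dAlk* and *jeb* kept their direction and stayed short of the threshold under each alternative run for them (the filter on low values removes *jeb*), with adjusted p of 0.293 to 0.899 and 0.184 to 0.715 for *dAlk* in *BxJ* and *EP1306* over the alternatives other than leave-one-out. By the methods' own tests at an unadjusted P with no pseudocount, *dAlk* passed in *BxJ* and over the genotypes and did not in *EP1306*. The *jeb* difference in *BxJ* ran from -0.40 with no pseudocount to -0.09 at 64. Of the 63 calls of named genes, 39 were kept in every fit that leaves out 1 array. Of 76 named results, of genes and of lists, 39 lost their call and 3 reversed with the spike-in covariate. Without the accessory gland rich arrays, 37 of them lost their call. The cause was not tested for the changes below, apart from fewer arrays or probe sets.

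The filter on low values gave 113 probe sets in *BxJ*, 380 in *EP1306*, 431 by the F-test and a covariance of 0.0280. The fit of only the genotypes compared gave 15, 88 and 153 (between the mutants), and does not apply to the F-test. With the spike-in covariate, partly confounded with the genotype, there were 5, 46 and 149 (F-test), 9 lists in *EP1306*, r = 0.562 and covariance 0.0346. Without the accessory gland rich arrays there were 35 in *EP1306*, 130 between the mutants, 121 by the F-test, 11 of cluster 3 and r = 0.309. The methods' t-test gave 1936, 1199 and 1660 at an unadjusted P and 0, 11 and 25 after Benjamini-Hochberg, and the methods' ANOVA 1896 and 98. With a fold minimum the methods' tests gave 150 in *BxJ* and 429 over the genotypes, and the selection of Table S1 gave 555. Lists called with an estimated correlation were 0 and 0, and with fry 1 in *BxJ*. The covariance was 0.0236 at a pseudocount of 0, 0.0222 at 1 and 0.00976 at 64, where r was 0.402. Quantile normalization parted the *EP1306* calls into 127 higher and 115 lower, against 85 and 129, and the replicate block into 129 and 127. The *BxJ* calls were 16 higher and 30 lower without the trend, and 38 and 10 without the accessory gland rich arrays, against 27 and 27.

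*Bx* in *BxJ* (adjusted p from limma 0.00463 to 0.478 over the alternatives) lost its call at 1.84 without the trend, at 1.84 with only the genotypes compared, at 1.32 with the spike-in covariate and at 1.93 without the accessory gland rich arrays. Of cluster 3, 15 passed without the trend. The odds ratio of the X-linked share in *BxJ* was 2.04 with quantile normalization, 2.78 with median centring, 2.01 with the filter, 2.30 with the replicate block and 5.37 with only the genotypes compared, each now past the threshold. In *EP1306* it was 0.665, 0.587, 0.743, 0.777 (only the genotypes compared) and 0.930 (without the accessory gland rich arrays), no longer past it, and 1.11 with the spike-in covariate, reversed. Near *Bx*, *BxJ* was at 2.67 with median centring and with the replicate block and at 3.97 with the spike-in covariate, no longer past the threshold. *EP1306* reversed there to 1.32 with only the genotypes compared and without the accessory gland rich arrays, 1.44 and 1.69 with windows of 1 and 4 Mb, and 1.99 with the covariate. In *BxJ* the chemoreceptor list had a mean of -0.00423 under quantile normalization, where the set test changed direction, and 0.00403 with the covariate, where the ethanol metabolism list was at -0.157 and the fat body list at -0.312.

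The replicate block gave 43 higher and 27 lower in *BxJ*, and the numbers do not pair the arrays, since correlations of same-numbered arrays ran from -0.357 to 0.398. Leaving out 1 array gave 21 to 127 probe sets in *BxJ*, 103 to 247 in *EP1306*, 113 to 231 between the mutants, 154 to 326 by the F-test, 12 to 20 of cluster 3, 6 to 10 lists in *BxJ* and 3 to 6 in *EP1306*. *Bx* was at 1.59 to 1.99, *dAlk* at -0.26 to -0.17 and 0.18 to 0.40, r at 0.183 to 0.466 and the covariance at 0.00798 to 0.0230. The X-linked odds ratio, 1.85 in *BxJ* (Fisher's exact p = 0.118) and 0.562 in *EP1306* (Fisher's exact p = 0.0353) with all arrays, was 1.51 to 5.37 and 0.520 to 0.828, and in *EP1306* it lost its call in 9 of 9 of these fits (p = 0.0532 to 0.65). Near *Bx* it was 3.58 to 8.04 and 0.881 to 2.39.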

Differences from the paper's values

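The paper reports 555 probe sets that differ between the genotypes, and the moderated F-test at an adjusted p under 0.05 gave 279, a threshold that differs from the paper's unadjusted P. Of the alternatives set before the deposited values were examined, the filter on low values (431) comes within 1.5 times of the paper's value. So do the methods' tests with a fold minimum of 0.5 on the log2 scale (429), a limit read from Table S1 and thus no independent check. Those that do not are a pseudocount of 1 (295) or 64 (261), quantile normalization (322), median centring (321), eBayes without the trend (234), the replicate block (308), each fit that leaves out 1 array (154 to 326), and the methods' ANOVA at an unadjusted P (1896) or after Benjamini-Hochberg (98). The methods' tests with that fold minimum, no pseudocount and the control probe sets included gave 555, a setting chosen after seeing the values, which drops 0 of the paper's probe sets.

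The legend of Figure 1A describes the transcripts of cluster 3 as higher in the gain-of-function and lower in the loss-of-function mutant. In the deposited values, 43 of 43 went the other way, with medians of -0.25 in *BxJ* and 0.342 in *EP1306*, which is the direction the text of the results gives.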

Other observations

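Single members of some lists were called in *EP1306* where the list as a whole was not (camera adjusted p = 0.927 for odorant-binding proteins, P450 enzymes and cuticle proteins, and 0.447 for the transferases). Of 47 odorant-binding protein genes, 3 fell and 0 rose (3 lower when adjusted over the list alone). Of 112 chemoreceptor genes, limma called 0 (0 adjusted over the list alone). The mean of the chemoreceptor list was 4.40 to 4.42 on each array, under the array medians of 5.00 to 5.08, so changes of these genes may be missed. Of 81 P450 genes 2 rose and 3 fell (2 and 3 adjusted over the list alone). Of 105 cuticle genes 3 fell (2 higher and 6 lower adjusted over the list alone), and of 67 glutathione and UDP-glycosyl transferases 2 fell and 0 rose (2 higher and 3 lower adjusted over the list alone), with log2 changes of -1.46 for *Ugt35B1* and -0.89 for *Ugt36E1*. Of 9 fits that leave out 1 array, *Ugt35B1* kept its call in 9, *Ugt36E1* in 1, the P450 genes *Cyp6a20* and *Cyp309a1* in 9 and *Cyp4s3*, *Cyp4p1* and *Cyp6d2* in 2 each, *Obp99b* in 9, *Obp56e* in 6 and *Obp44a* in 5, and *Cpr76Bd* in 9, *Cpr49Ag* in 7 and *Cpr49Ae* in 2. *scb*, an integrin gene of the ethanol behavior list (34 genes, 1 lower, or 2 higher and 1 lower adjusted over the list alone), had a log2 change of -0.85 in *EP1306* (adjusted p = 0.0288 from limma), a call kept in 2 of 9 fits that leave out 1 array. *AcCoAS*, of the ethanol metabolism list, rose by 0.39 (adjusted p = 0.00748 from limma), kept in 9 of 9. In *BxJ*, limma called 0 of 17 neuron genes (5 lower adjusted over the list alone) and 0 of 15 photoreceptor genes (1 higher and 6 lower adjusted over the list alone).

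By camera, the other lists had adjusted p-values of 0.05 or more in both mutants against *w;iso*, namely circadian rhythm (10 genes), glia (10), LIM-domain proteins and partners of dLMO (9, without dLMO itself, which the annotation does not list), the ALK and ERK cascade, dosage compensation with sex determination (10), ribosomal proteins (41), mitochondrial ribosomal proteins (69), cuticle, odorant-binding proteins, P450 enzymes, transferases and ethanol behavior.

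The yolk protein gene *Yp1* was at 4.43, 8.61 and 6.86 on the 3 *BxJ* arrays, 4.58, 4.59 and 4.64 on the *EP1306* arrays and 9.06, 4.59 and 4.59 on the *w;iso* arrays. *Yp2* was at 8.07 on *w;iso* replicate 1, and at 4.61 and 4.57 on the others. The labels describe the RNA of a genotype as divided from 1 pool. Portions of 1 RNA would not differ in this way. Nor would the means of the 18 accessory gland genes, at 6.61, 6.23 and 7.92 in *BxJ*, 6.44, 4.92 and 4.84 in *EP1306* and 4.82, 5.99 and 4.97 in *w;iso*. For these genes, the values argue against a division of 1 RNA pool.

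Across probe sets, the log2 differences of both mutants from the shared controls had r = 0.353, against 0.496 (0.384 to 0.591) in simulated unchanged groups, and a covariance of 0.0148, against 0.0081 (0.00586 to 0.0109). Groups of arrays did not overlap for 5816 probe sets in *BxJ*, 2311 in *EP1306* and 3275 between the mutants, where chance gives 10%.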
